A study of Oryctolagus cuniculus with 8 samples. Its data were reported in "Combination drug therapy reduces iron accumulation and microglia-mediated pathologies in neonatal intraventricular hemorrhage: a biochemical and transcriptomic analysis" (2026).

How the data were processed

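RNA was measured in tissue dissected as subventricular zone (SVZ), the germinal layer along the lateral ventricles, from the forebrain of premature rabbit pups (Oryctolagus cuniculus) at postnatal day 3. The paper describes a dissection by hand that also took in the corpus callosum and corona radiata, so the tissue was not germinal layer alone. Intraventricular hemorrhage (IVH) had been induced with intraperitoneal glycerol (50%). The labels place 4 samples in a group treated with unrestricted stem cells (USCT) and 4 in a group treated with deferoxamine (DFN), an iron chelator. Every sample took its group from the treatment entry of its label. Replicate numbers were assigned in order of deposition within each group and only name a sample. The study describes its DFN sequencing samples as pups. The labels do not say whether the samples of either group came from separate pups and give no litter, sex or sequencing batch, so p-values measure only the spread between these samples, which for USCT may be partly technical.

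The deposited table held TPM values, a relative transcript abundance corrected for length and scaled to a fixed total per library, for 21268 rabbit Ensembl gene identifiers (IDs) in 8 columns, 1 per sample, and 0 columns belonged to any other sample. Per the submitters' processing notes, the authors used kallisto, a transcript quantifier that assigns reads by pseudoalignment, and the rabbit genome build OryCun2.0. The notes also name DESeq2, a program for read counts, which the TPM values do not allow. Versions, and the way transcripts were summed to genes, are not given in the sources used here. The labels name a stranded total RNA library kit, whereas the paper names a stranded mRNA kit of the same maker, so the library type is uncertain. The choice would alter which RNA classes were captured. The paper also describes spike-in controls, and all 21268 rows carried the rabbit Ensembl prefix, so no spike-in was used here. Each TPM column summed to that total within 1.09 TPM. TPM values keep no read depth, so the depth behind each library is unknown and no count model, counting interval or detection floor was computed. A TPM value is a share of a library, so a rise in a few abundant IDs lowers all others.

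The table gives no gene symbols. The gene table of a newer rabbit assembly provided for naming held 38822 genes, none with an Ensembl ID, and 0 of the 21268 IDs matched it. Symbols, coordinates and functions were therefore not assigned, and 0 of the 52 gene lists fixed before the data were examined (iron handling, ferroptosis, inflammation, cell type markers and others) were tested. The rule for named genes, also fixed then, took the 10 largest changes in each direction, up to 4 members of each list and a set of genes from the study, all by symbol, and so named none. The 4 IDs named in the text were chosen after their values were seen. They are the IDs with the lowest p in each direction and the most abundant ID on each side of a division of the libraries that several IDs with large gaps share.

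IDs with a TPM of at least 1 in at least 4 of the 8 samples were kept, which left 13510. Values were log2(TPM + 1), and fold changes are on that scale, which understates changes of low IDs. DFN was compared with USCT with limma 3.58.1 in R 4.3.3 (moderated test with an intensity trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Principal components were taken over the 500 most variable IDs and over all tested IDs. Values per library were compared with an exact permutation test over all 70 assignments of the 8 samples, whose smallest two-sided p is 0.0286. The comparison was tested on simulated data for these 13510 IDs, with 200 IDs changed by known folds. On simulated normal noise it recovered 18%, 54%, 80% and 88% of the 50 IDs changed by a log2 fold of 0.5, 1, 1.5 and 2, and called 10 unchanged IDs. It was run again with the same sizes of change added to the real values, where 5 unchanged IDs were called.

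Alternatives set before the data were examined were pseudocounts of 0.1 and 0.5, no filter, a filter at 5 TPM, median-of-ratios and quantile scaling, robust variance moderation, sample weights and leaving out each library in turn. Fits with a term for a split of the libraries, fits with the first component as a covariate and fits without 1 library of each group were added after the data had been seen. The alternative that removes mitochondrial, hemoglobin and ribosomal RNA genes needs names and was not run.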

Results

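The transcriptome of tissue dissected as SVZ was measured at postnatal day 3 in 8 samples from premature rabbit pups with glycerol-induced IVH. Of these, 4 came from pups that had received unrestricted stem cells (USCT) and 4 from pups given deferoxamine (DFN). Both groups were treated, and untreated or saline-treated pups were not analysed here, so the values describe a difference between treatments and not the effect of either. TPM values were given for 21268 gene IDs without symbols. Between 13137 and 13638 IDs reached 1 TPM in a library. The number was 13407 ± 199 (SD, n = 4) in USCT and 13502 ± 127 (SD, n = 4) in DFN, a difference within the spread between samples (exact permutation test, two-sided, p = 0.571, 0.8 after adjustment over 8 library measures). The 10 most abundant IDs held 26.1% ± 2.69 (SD, n = 4) of the TPM in USCT libraries and 26.5% ± 1.36 (SD, n = 4) in DFN libraries (exact permutation p = 0.829, adjusted p = 0.829).

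To see whether treatment separated the samples, expression profiles were compared between libraries. Correlations between samples of the same treatment covered nearly the same range as those between treatments. Across the 13510 tested IDs, Pearson's r between libraries lay between 0.947 and 0.972 within USCT (6 pairs), between 0.946 and 0.975 within DFN (6 pairs) and between 0.944 and 0.976 across the groups (16 pairs). These correlations are across genes, which are not independent replicates.

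Principal component analysis of the 500 most variable IDs placed 23.4% of the variance on the first component and 19.8% on the second. First component scores were 7.95 ± 17.2 (SD, n = 4) in USCT and -7.95 ± 4.48 (SD, n = 4) in DFN. The difference did not pass the threshold (exact permutation p = 0.2, adjusted p = 0.8). All DFN scores were negative, from -12.1 to -1.59. USCT replicates 2 to 4 scored 0.335, 25.6 and 18.1, and USCT replicate 1, at -12.3, lay with the DFN samples. With all tested IDs, the first component held 36.6% of the variance. Samples of both groups lay at each end of it, from -35.2 in DFN replicate 4 and -32.5 in USCT replicate 1 to 26.1 in DFN replicate 2 and 40.9 in USCT replicate 4 (exact permutation p = 0.829, adjusted p = 0.829). The second component of that analysis, with 15.7% of the variance, came closest to the treatment groups (exact permutation p = 0.0571, adjusted p = 0.457). As the smallest possible exact permutation p is 0.0286, complete separation on only 1 of the 8 library measures could not have passed after adjustment. The adjusted values therefore do not show that the groups are alike.

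**Figure D1:**
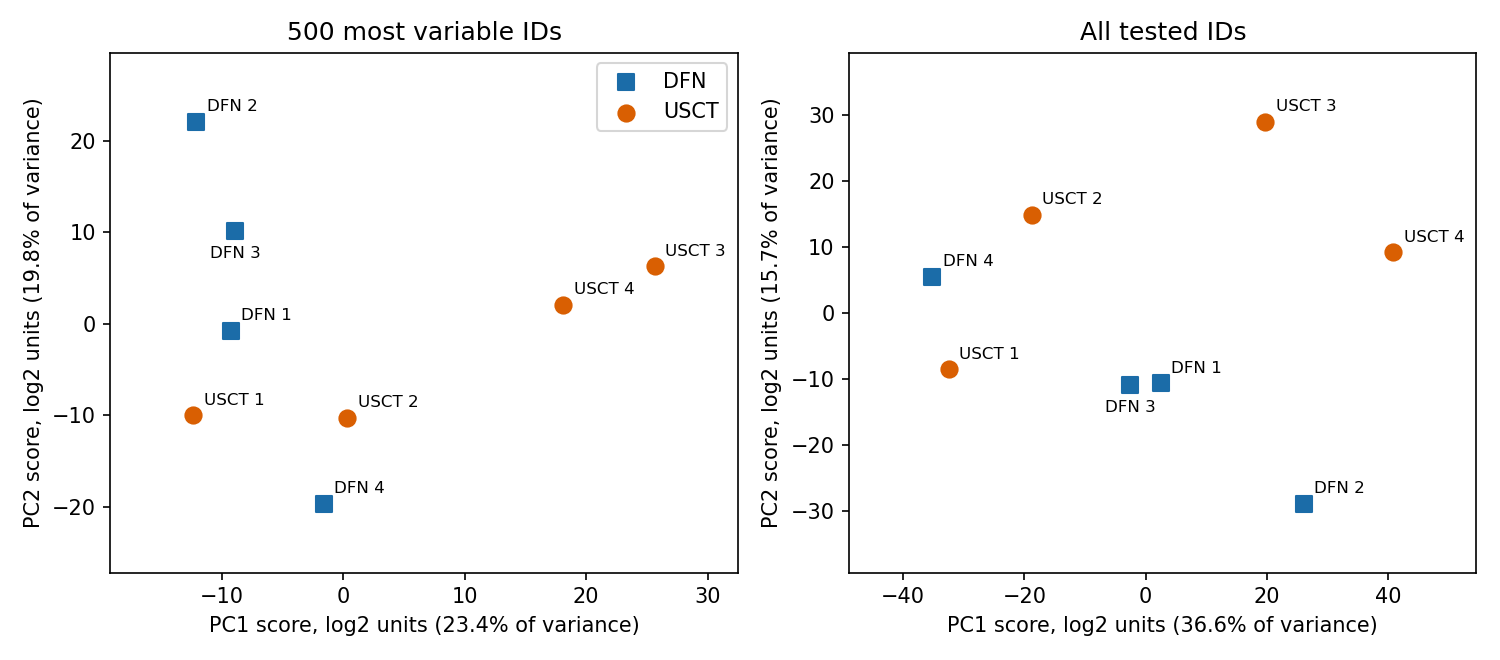
First and second principal component scores of the 8 libraries, in log2 units, over the 500 most variable IDs (left) and all 13510 tested IDs (right). Each point is 1 sample, with USCT as circles and DFN as squares, and on the right samples of both groups lie at each end of the first component, from -35.2 to 40.9.

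The question of which genes differ between DFN-treated and USCT-treated pups with IVH was tested in each of the 13510 IDs. No ID passed the threshold: 0 IDs had an adjusted p under 0.05 in limma, and the smallest adjusted p was 0.347. At an unadjusted p under 0.05 there were 458 IDs, against 675.5 expected if no ID differed. Of the 458, 335 had higher and 123 lower values in DFN (73.1% higher), but this balance followed the scaling, with 56.7% higher under median-of-ratios factors and 49.5% under quantile normalization. The median size of these 458 log2 fold changes was 0.47. In 326 IDs (2.41%) the 4 DFN values did not overlap the 4 USCT values, and chance gives 2.86% for 4 against 4.

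Without DFN replicate 4, 1 ID had an adjusted p under 0.05 in limma (0.00104), and without any other single library 0 did. The paper left out 1 DFN pup whose profile lay apart, and the labels do not identify it. The values here do not single out DFN replicate 4 either. Its mean r with the other DFN samples was 0.959, next to 0.960 in DFN replicate 2, 0.968 in replicate 3 and 0.971 in replicate 1. The number of IDs at an unadjusted p under 0.05 was 754 without USCT replicate 1 and 301 without DFN replicate 3, and without USCT replicate 1 the share higher in DFN was 86.7%.

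**Figure D2:**
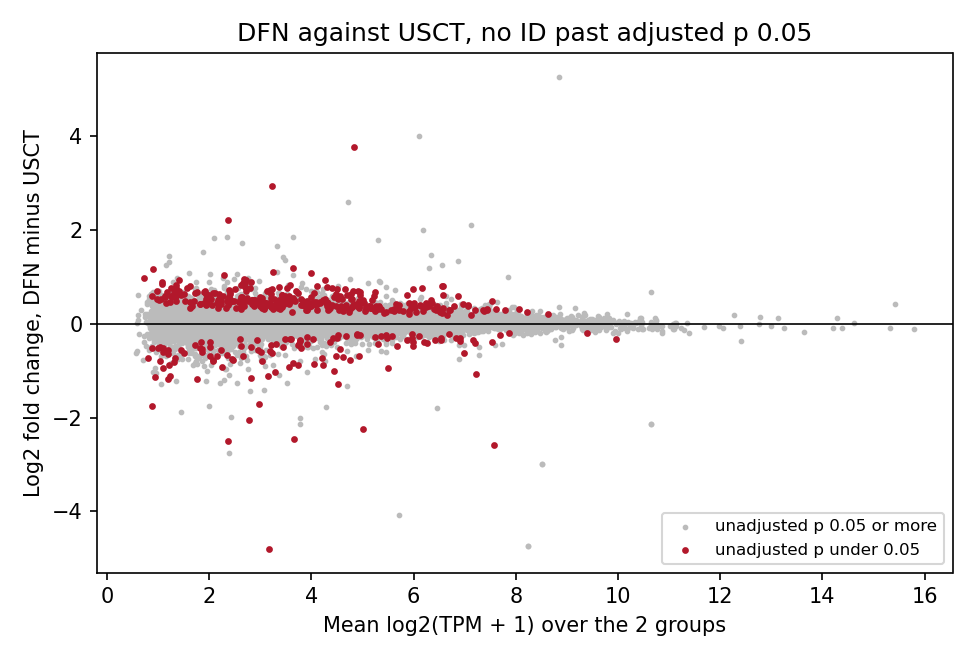
Log2 fold change (DFN minus USCT) of each of the 13510 tested IDs against its mean log2(TPM + 1). The 458 IDs at an unadjusted p under 0.05 are in red, 335 of them above and 123 below the line at 0, and none passed the adjusted threshold.

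The intervals bound how large a difference the data leave open. The 95% confidence interval of the fold change had a median half-width of 0.40 on the log2 scale. It lay within a 2-fold difference in either direction for 90.1% of tested IDs, and for 80.9% with a pseudocount of 0.1. When known changes were added to 200 of the real IDs, 50 at each size, the test recovered 90% of those at a log2 change of 2, 74% at 1.5, 34% at 1 and 2% at 0.5. Most differences of a log2 change of 1 or less would thus have gone undetected in these values. These rates hold for 200 IDs changed together, which eases the Benjamini-Hochberg cutoff. Changes in only a few IDs would be recovered less often than these rates state.

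The ID with the lowest p among those higher in DFN was ENSOCUG00000026972. Its level was 44.7 TPM ± 2.29 (SD, n = 4) in DFN and 29.3 TPM ± 2.38 (SD, n = 4) in USCT, a log2 fold change of 0.59 (SE 0.096). All 4 DFN samples, from 42.07 to 46.89 TPM, lay above all 4 USCT samples, from 27.03 to 32.43 TPM. The limma p was 0.000149 before and 0.999 after adjustment, so the difference did not pass. The ID with the lowest p overall was ENSOCUG00000001139, which was listed at 0 in all 4 DFN samples and at 1.82, 1.70, 4.25 and 2.26 TPM in USCT replicates 1 to 4. Its limma p was 2.57e-05 before and 0.347 after adjustment. The adjusted p in limma was 0.0689 with a pseudocount of 0.1 and 0.13 with 0.5, and over the alternatives that kept this ID (all but the filter at 5 TPM) it lay between 0.0689 and 0.9999. A value of 0 in a table without counts can be a failed estimate. Neither ID has a symbol or position in the files, and both were chosen after their values were seen.

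**Figure D3:**
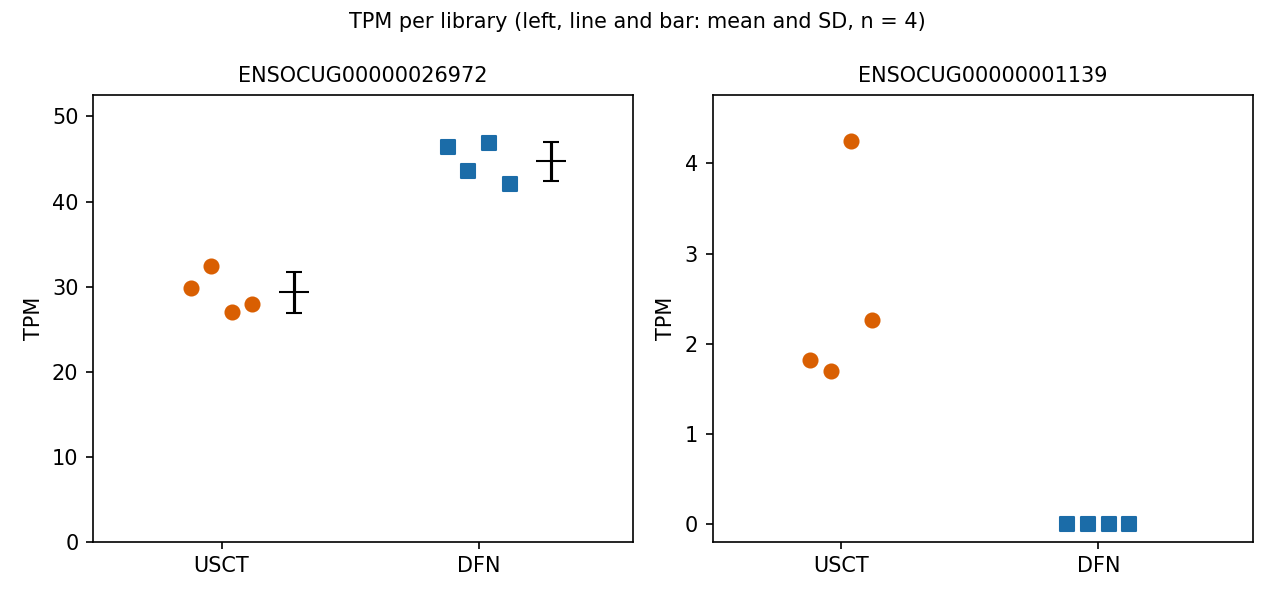
TPM per sample of ENSOCUG00000026972 (left) and ENSOCUG00000001139 (right), with circles for USCT and squares for DFN, and on the left the mean and SD of the 4 samples beside each group. Values on the left are 42.07 to 46.89 in DFN and 27.03 to 32.43 in USCT, and on the right all DFN values are 0, while neither ID passed the adjusted threshold.

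The spread between samples was also compared. The median SD over IDs was 0.27 log2 units in USCT and 0.20 in DFN, a difference of 0.067. The exact permutation test over the 35 divisions of the 8 samples into 4 and 4 gave p = 0.0571, above the threshold, where the smallest value it can give is 0.0286. The difference was 0.0262 without USCT replicate 4 (exact permutation p = 0.514), 0.0446 without USCT replicate 1 (exact permutation p = 0.286), 0.102 without DFN replicate 4 (exact permutation p = 0.0571) and 0.0447 after quantile normalization (exact permutation p = 0.257).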

Values the study reported

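For IVH against controls without IVH, the study counted 1,373 differentially expressed genes. Its count for DFN, judged against pups without treatment, was 440. Its results describe the 440 as part of the 1,373, and its discussion describes them as the number to which DFN lowered that count. Of principal components of the IVH + saline and IVH + DFN samples, its text described the groups as intermixed and a figure legend as separate clusters, with 3 of the 4 pups of each group clustering and the remaining pup of each left out of later analyses. A false discovery rate of 5% was used.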

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

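The tests of explanations in this part were chosen after the results were seen. Of the 26 sets of 4 values examined for a sample far from the others, 4 were picked out, where chance picks out about 5%. That rate does not apply to 3 of the 4, which come from a pair of IDs chosen for large gaps between libraries, and they are given as values. In DFN replicate 4 the 10 most abundant IDs held 24.4% of the TPM, against 27.1% to 27.3% in the other 3 DFN samples. That value lay within the USCT range of 22.8% to 28.5%, and chance was not excluded for it. ENSOCUG00000029107 stood at 118.78 TPM in DFN replicate 4 and at 8072.44 to 8487.67 TPM in the other DFN samples. ENSOCUG00000032791 stood at 5965.76 TPM in DFN replicate 4, against 275.74 to 448.49 TPM in the other DFN samples. In USCT replicate 1 it stood at 226.2 TPM, against 7107.63 to 8913.9 TPM in the other USCT samples.

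These IDs belong to a pattern of large gaps shared by several IDs. Of 64 IDs with an 8-fold or larger gap between neighbouring libraries, 8 had such a gap at the same division of the samples, with USCT replicate 1 and DFN replicates 1 to 3 on one side and USCT replicates 2 to 4 and DFN replicate 4 on the other. The next most frequent division was shared by 5 IDs, and 0 IDs divided the samples by treatment. ENSOCUG00000029107 was higher on the first side (5796.68 TPM in USCT replicate 1), but had 3 levels, as its second side fell apart into 316.64 and 118.78 TPM in USCT replicate 2 and DFN replicate 4 and 3.13 and 3.06 TPM in USCT replicates 3 and 4, a larger gap than that between the sides. The other 7 IDs were high on the second side, 6 of them as 3 sets of 2 IDs with identical values. IDs with identical values cannot be told apart by the quantification and are not independent.

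With the labels as given, treatment alone is excluded as the cause, since 2 samples lie on the side of the other group. A candidate explanation is a sequence variant that moves reads between near-identical IDs, which pups of 1 litter could share, though litter is not in the labels and was not tested. The sum of ENSOCUG00000029107 and ENSOCUG00000032791 varied 1.48-fold over the 8 samples, against 2774-fold for the first ID and 39.4-fold for the second, but 2.85-fold when both identical copies of the second were counted, and without transcript lengths the right sum is unknown. This pair was chosen for its opposite patterns, and the other 5 IDs that do not share its values are all low on the first side, with no further opposite ID among the 8 to balance them, so the explanation was not tested for them. A swap of the labels of USCT replicate 1 and DFN replicate 4, with which the gap shared by the 8 IDs would lie between the treatments, cannot be told apart from this: with both labels exchanged and the 8 IDs left out, 411 IDs had an unadjusted p under 0.05, against 460 with the labels as given and 4041 at the highest of the other divisions, but treatments that differ little would give a low number either way.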

How the results depend on the processing

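The fits with an added term or covariate, and those without 1 library of each group, were chosen after the data were seen. No ID passed the threshold under either pseudocount, either filter, either rescaling, robust moderation or sample weights, nor with a term for the shared-gap division of the samples. With single libraries left out the count ranged from 0 to 1, and 1 ID passed with the first component as a covariate. Without 1 USCT and 1 DFN library together, 11 of 16 combinations gave 0 IDs. Without DFN replicate 4 and USCT replicates 1 to 4 in turn, 8, 3, 1 and 2 IDs passed. The only other combination above 0 left out USCT replicate 2 and DFN replicate 2 and gave 1. The absence of calls thus depends partly on DFN replicate 4. USCT replicate 1 and DFN replicate 4 lie across the shared gap, so without both that gap falls between the treatments. Whether the 8 calls are the 8 IDs that share the gap was not examined, and they are not shown to be an effect of treatment. The 458 IDs at an unadjusted p under 0.05 became 901 with sample weights, 270 with the term for the division, 1012 with the first component as a covariate, and 301 to 754 with single libraries left out. The cause was not tested. The first component was computed from the same values that were then tested, so the p-values of that fit can be too small. Its 1 call and 1012 IDs are not shown to be an effect of treatment. With the term for the division, the log2 fold change of ENSOCUG00000032791 went from -2.14 to 0.15, which follows from the construction of the term, since the ID was chosen for that division. The share higher in DFN was 53.3% in that fit. The difference between the groups on the first component did not pass with either pseudocount, filter or rescaling or with all tested IDs (exact permutation p between 0.114 and 0.829). The other alternatives were not run for it. The larger spread in USCT passed only with the filter at 5 TPM (exact permutation p = 0.0286). No paired analysis was possible because the labels give no litter or other link between a USCT and a DFN sample. The replicate numbers used here only name samples in order of deposition. Tests of gene lists, with their alternatives, were not run for lack of gene symbols, and neither was the removal of named gene classes. The depth is unknown, so its limits could not be assessed.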

Other observations

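One test in this part, the count of calls after removal of the most abundant IDs, was set before its result was seen, and the others after. Chance cannot be excluded for the 458 IDs at an unadjusted p under 0.05 between the treatments: of the 35 divisions of the 8 samples into 4 and 4, 14 gave at least as many, and the highest of the others gave 4036. For IDs past the threshold the real division gave 0 and the highest of the others 1121, and since no division can give fewer than 0, all 35 gave at least as many by construction, which tests nothing.

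The division with 1121 calls points to a structure of the samples. It set USCT replicates 1 and 2 and DFN replicates 3 and 4 against the other samples, with 2 samples of each treatment on each side. This excludes treatment as its cause and leaves dissection, RNA quality, litter and sex untested. The severity of IVH, which the paper graded, is not in the labels and was not tested either. Of the 1121 IDs, 6.16% were lower on the side with USCT replicate 1, a share that no rescaling changed. The sides were not clearly apart: DFN replicates 3 and 1, on opposite sides, scored -2.63 and 2.44 on the first component over all tested IDs. The first component over all tested IDs followed the share of TPM in the 10 most abundant IDs (Pearson's r = 0.90, permutation p = 0.00221; Spearman's rho = 0.83, permutation p = 0.0154; n = 8, 1 relation computed), and without USCT replicate 1 and DFN replicate 4 r was 0.85 (permutation p = 0.0389, n = 6). Both measures come from the same TPM values, where a larger share for abundant IDs lowers all others. Part of this relation can therefore be built in, and its p-values do not compare independent measures. Abundant IDs alone are argued against as the cause of the component. With the 30 most abundant removed, which held 29.2% to 38% of the TPM, the component still had 33.9% of the variance. Its scores then correlated at 0.996 with the original. The calls went from 1121 to 0 with this removal, as was predicted if a few abundant IDs were their cause, but also to 0 with median-of-ratios factors and with quantile normalization, where no ID was removed, so the loss is not specific to abundant IDs, while the IDs at an unadjusted p under 0.05 went from 4036 to 4411, 4501 and 4382 under the 3 settings. The calls ended because the smallest adjusted p moved from 0.0439 to 0.0556, 0.0551 and 0.0536 in turn, while the median size of the log2 fold change over the 1121 IDs went from 0.70 (median 95% half-width 0.36) to 0.65 (0.35), 0.61 (0.34) and 0.58 (0.32).

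The study compared DFN with saline, a group not analysed here, so its counts of genes are not comparable with the count above.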
